A study of Mus musculus with 91 samples.

How the data were processed

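The data were one table of expression values for 23956 gene symbols in 91 single cells from mouse bone marrow. Per the labels' protocols, marrow from crushed hindlimbs was enriched for CD117 with magnetic beads, sorted by flow cytometry, and captured and lysed on a Fluidigm C1 chip. Reverse transcription used the SMARTer kit, and libraries were made with Nextera XT and read as pairs of 150 bp, in libraries of up to 96 cells. SMARTer and Nextera XT libraries carry no molecular identifiers and do not mark strand, so amplified copies are not independent molecules, and reads of overlapping or antisense genes cannot be separated. The authors deposited the values on a log2 scale. Returned to linear scale after subtraction of a pseudocount of 1, each cell's values summed to between 999999 and 1000080, which identifies them as log2(TPM + 1). The submitters' processing notes name RSEM, without a version, and the mouse build mm9. The aligner and the gene annotation are not given in the sources used here, and the annotation at hand was of another build, so no coordinates are given. It was used for names only, and 83 of the 86 named genes had a current symbol, the others an older one. Reads of near-identical genes such as Ly6c1 and Ly6c2, Lyz1 and Lyz2, or the Gstm family could have been split between copies, so their values are less certain.

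In total 80.3% of values were listed at 0, and 11009 genes were listed at 0 in every cell. TPM keeps no depth, so precision is described by the number of genes above 0 in each cell and by the spread over cells, and a value of 0 can be a transcript that was missed. The highest correlation between 2 cells was 0.736, so no cell was present more than once. No cell was left out of the main results. No doublet caller was run, and cells with the most genes were left out in an alternative instead. Cells were assigned to populations from their labels. GMP cells have numbers from 1 to 48 and CD11b+ GMP-P cells numbers from 49 to 96, with a common prefix and different identifiers that the labels do not explain.

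The main quantity was the mean over cells of log2(TPM + 1) in CD11b+ GMP-P minus that in GMP, with the SD over cells. A difference was called higher or lower from 1 on this scale, which understates changes of genes with many zeros. No p-value, standard error or count of changed genes was made from cells. Shares of cells carry exact Clopper-Pearson intervals at 95%, which cover counting error only. The SD of a count of double-positive cells under independence is that of the hypergeometric distribution with both genes' counts fixed, added after the values were seen, as was a count without the 4 GMP cells of the small cluster. The 18 gene lists were fixed before the data were examined. A member counted as measured when above 0 in at least 10% of the cells of either population, and each list's median was ranked among 10000 random lists of the same size drawn from 20 bins of mean level (2000 lists in the alternatives). Wfdc21 did not enter its list, because its older name 1100001G20Rik was not among the aliases. Clustering was done in each population alone, on the 500 most variable genes above 0 in at least 20% of its cells, without the S and G2 and M phase lists. It used 10 principal components and Ward linkage, and the number of clusters from 2 to 5 with the highest mean silhouette. Clusters were named from markers fixed beforehand, and cluster sizes were not compared between populations.

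Genes were named by a fixed rule. It took Gfi1, Irf8 and the 8 gate genes, the 12 largest differences in each direction among genes above 0 in at least 50% of the cells of a population (gate genes left out), and up to 4 members of each list with the largest differences. For lists of other cell types it also took the member with the highest mean. Genes named outside this rule and outside the leading or marker genes of clusters are said to have been chosen after their values were seen.

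The calculation was tested on simulated data, in which GMP cells were redrawn as 2 populations with 50 genes at each of 4 fold sizes among 23956. True log2 changes of -2, -1, 1 and 2 gave median changes of -1.07, -0.63, 0.66 and 1.30, so the scale understated them. The reported differences had medians of -1.22, -0.66, 0.63 and 1.18, with the right sign in 100%, 90%, 84% and 90% of the changed genes. Both simulated populations came from GMP cells, so the effect of a difference in genes detected was not tested. A simulated changed list of 15 genes reached the 100th percentile and an unchanged list of 15 genes the 15.6th.

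Alternatives were pseudocounts of 0.1 and 10, the log2 ratio of mean TPM, scaling by median of ratios over 1637 genes, scaling without the 50 highest genes, no filter or a filter of 30% on list members, floors of 1 and 10 TPM for shares of cells, 3 restrictions on the number of genes detected, and other settings of the clustering. One restriction, called the shared range, kept the cells between 3947 and 5645 genes, the larger of the populations' 5th percentiles and the smaller of their 95th percentiles, which left 26 GMP and 21 CD11b+ GMP-P cells. Added after seeing the data were a setting in which values under 1% of a gene's mean over all cells were set to 0 and one without the 4 basophil, mast or eosinophil-like cells. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.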

Results

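Single-cell transcriptomes were measured in 91 bone marrow progenitors of C57BL/6 mice that carried the R412X allele of Gfi1 over a minus allele and were heterozygous for Irf8. GFI1 is a transcriptional repressor needed for neutrophil development, and IRF8 is a transcription factor needed for monocyte and dendritic cell development. The cells were sorted as lineage-negative, CD117-positive, Sca-1-negative, CD34-positive and high for CD16/32, the surface phenotype of granulocyte-monocyte progenitors (GMP). They fell into 2 sorted populations, 46 cells named GMP and 45 cells named CD11b+ GMP-P, where CD11b is the integrin subunit encoded by Itgam. The series asks how a Gfi1 allele linked to neutropenia acts on genes at successive stages of granulocyte specification. The cells here form 2 sorted populations of a single genotype, and whether these are successive stages was not tested. The labels name no animal, so each population was treated as 1 sample, and no test between populations was possible. The cell names share a prefix in both populations and carry a separate identifier for each, neither of which the labels explain, so any batch behind the identifier cannot be told apart from the population.

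GMP cells had 5294 ± 801 genes above 0 (mean ± SD, n = 46 cells), and CD11b+ GMP-P cells had 4112 ± 953 (n = 45). The 50 highest genes of a cell held 27.3% ± 1.96 of its total of transcript levels (TPM units) in GMP and 48.9% ± 16.1 in CD11b+ GMP-P, where single cells ranged from 26.4% to 78%. TPM values sum to a fixed total and keep no record of read depth, so the depth of each cell is unknown. All levels below are log2(TPM + 1), each difference is the mean of CD11b+ GMP-P minus the mean of GMP, and SDs are over cells. Among 5133 genes above 0 in at least 50% of the cells of either population the median difference was -1.05, and a gene's difference is best read against that value.

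Gfi1 and Irf8, the genes altered in these mice, were both lower in CD11b+ GMP-P in the main setting. Gfi1 averaged 5.92 ± 2.88 in GMP and 3.84 ± 3.36 in CD11b+ GMP-P, a difference of -2.08, or -1.03 relative to the commonly detected genes. Irf8 averaged 6.27 ± 3.46 and 3.48 ± 4.09, a difference of -2.79, or -1.74 relative to those genes. Gfi1 was above 0 in 42 of 46 GMP cells (91.3%, 95% Clopper-Pearson interval 79.2 to 97.6) and 32 of 45 CD11b+ GMP-P cells (71.1%, 55.7 to 83.6). At 10 TPM or more it was found in 36 and 23 cells. Irf8 was above 0 in 41 GMP cells (89.1%, 76.4 to 96.4) and 30 CD11b+ GMP-P cells (66.7%, 51 to 80), and reached 10 TPM in 35 and 18 cells. With the log2 ratio of mean TPM the differences were -0.69 for Gfi1 and -0.88 for Irf8, and among cells in the shared range of genes detected (3947 to 5645, from the 5th percentile of GMP to the 95th of CD11b+ GMP-P) that of Irf8 was -0.93, all under the size of 1 used to call a difference. The commonly detected genes had medians of -0.54 with that ratio and -0.44 in that range, so relative to them these differences were smaller still. Gfi1 differed by -1.56 in the shared range. Within CD11b+ GMP-P, Gfi1 averaged 1.63 ± 3.05 in a cluster of 14 cells with few genes, described below, and 4.84 ± 3.03 in the other 31. No wild-type cells were analysed here, so these levels do not check the genotype.

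Many single cells held transcripts of both regulators. Above 0, the setting fixed before the data were examined, Gfi1 and Irf8 were found together in 37 of 46 GMP cells (80.4%, 66.1 to 90.6), against 37.4 cells expected if the genes were independent, and in 19 of 45 CD11b+ GMP-P cells, against 21.3. At 10 TPM or more, Gfi1 and Irf8 were found together in 30 of 46 GMP cells (65.2%, 49.8 to 78.6), against 27.4 expected. Gfi1 alone was found in 6 GMP cells, Irf8 alone in 5 and neither in 5. In CD11b+ GMP-P, 11 of 45 cells held both (24.4%, 12.9 to 39.5), against 9.2 expected, while 12 held Gfi1 alone, 7 Irf8 alone and 15 neither. Given how many cells held each gene, the SD of the count under independence was 1.21 cells in GMP and 1.66 in CD11b+ GMP-P at 10 TPM, and 0.601 and 1.45 above 0. At another floor, of 1 TPM and 1% of the gene's mean over all cells, 34 GMP cells held both against 32.2 expected, and 12 CD11b+ GMP-P cells against 12.2. Without 4 GMP cells that clustering set apart, most of which lacked both genes at 10 TPM, 29 of 42 cells held both at 10 TPM, against 28.3 ± 0.960 expected. The departure from independence thus depended on the floor and on these cells. The intervals cover counting error only and do not test independence.

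**Figure D1:**
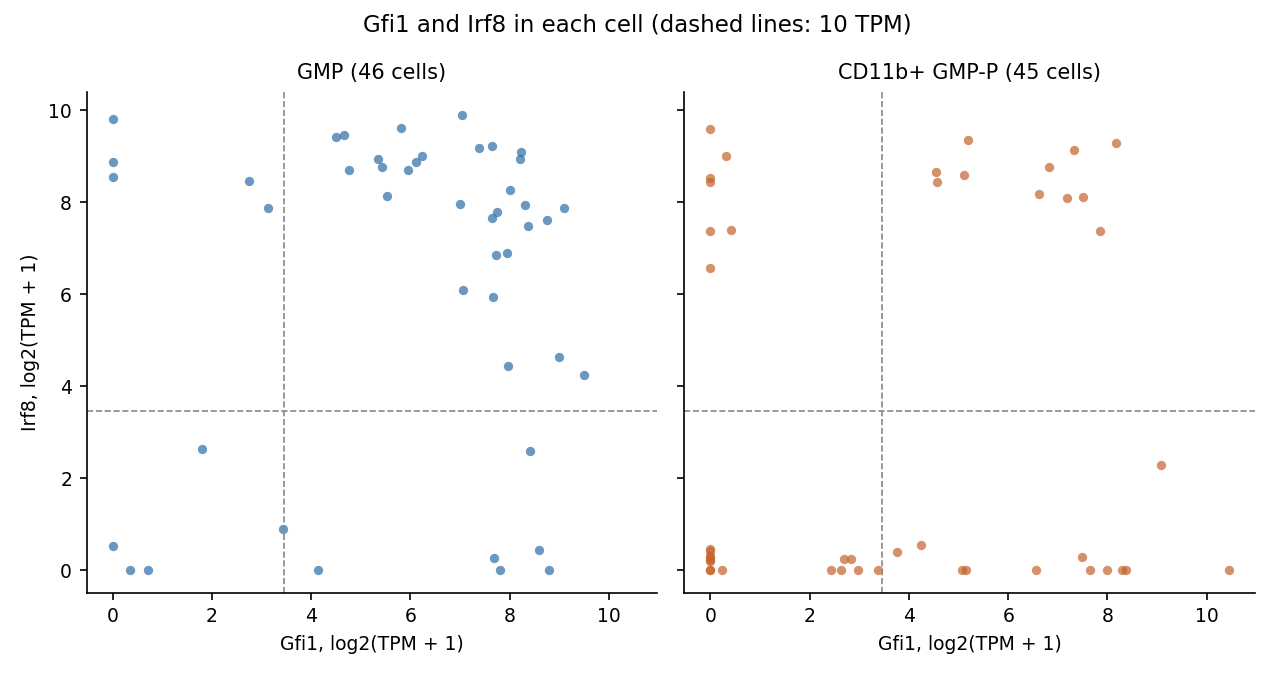
Gfi1 (x axis) against Irf8 (y axis) in each cell, both as log2(TPM + 1), with 46 GMP cells on the left and 45 CD11b+ GMP-P cells on the right, 1 point per cell, and dashed lines at 10 TPM. The upper right field holds 30 GMP cells and 11 CD11b+ GMP-P cells.

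The neutrophil granule genes divided by granule type. Of 12 measured primary granule genes, which encode the proteases and related proteins packed at the promyelocyte stage, 11 were lower in CD11b+ GMP-P. Ctsg (cathepsin G) averaged 11.27 ± 2.37 in GMP and 6.15 ± 4.70 in CD11b+ GMP-P, Mpo (myeloperoxidase) 13.73 ± 2.33 and 9.33 ± 4.40, and Srgn (serglycin, the granule proteoglycan) 11.57 ± 0.82 and 6.52 ± 4.67. Cst7 differed by -4.13. Elane (neutrophil elastase), named after its values were seen because it is the gene most often mutated in inherited neutropenia, differed by -3.06. Much of these differences lay in 14 of the 45 CD11b+ GMP-P cells, a cluster described below that these genes helped to define. Elane averaged 4.36 ± 2.16 in the 14 cells and 13.56 ± 1.67 in the other 31, against 13.76 ± 2.45 in GMP, while Mpo averaged 11.61, Srgn 8.94 and Ctsg 8.24 in the 31 cells, below their GMP means. The exception was Hp (haptoglobin), also picked after its values were seen, at +1.35. Hp is stored with the later granules and was on that list too. The list's median difference was -2.96, against -1.46 for the median of 10000 random lists matched on mean level, at the 0th percentile. The gap to the random lists shrank from -1.50 to -0.33 with the log2 ratio of mean TPM and to -0.13, at the 27.9th percentile, among cells in the shared range of genes detected.

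All 18 measured secondary and late granule genes had a higher mean in CD11b+ GMP-P, 16 of them by 1 or more. Camp, the cathelicidin antimicrobial peptide, averaged 3.45 ± 1.02 in GMP and 11.28 ± 5.35 in CD11b+ GMP-P. Ngp (neutrophilic granule protein) averaged 3.53 ± 1.05 and 10.81 ± 5.71, Chil3 (a chitinase-like protein of neutrophils) 4.49 ± 3.38 and 12.60 ± 3.80, and Ltf (lactoferrin) 0.77 ± 0.41 and 6.04 ± 5.68. Further members were Cd177 at +5.87, Fcnb (ficolin B) at +6.13, Lcn2 (lipocalin 2) at +5.31 and Lyz2 (lysozyme) at +4.40. The median difference was +3.39 against -1.10 for random lists, at the 100th percentile. The gap to random lists of 4.49 was 2.87 in the shared range of genes detected. Camp and Ngp were above 0 in all 46 GMP cells, at medians of 9.42 and 11.2 TPM, which were 0.0634% and 0.0656% of their means over all cells, so a value above 0 alone did not separate the populations for such abundant transcripts.

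Genes of neutrophil specification differed in both directions. S100a8 and S100a9, which encode the calprotectin subunits, averaged 8.81 ± 3.48 and 6.30 ± 2.97 in GMP against 15.44 ± 3.22 and 14.71 ± 3.74 in CD11b+ GMP-P, and S100a9 had the largest difference of all commonly detected genes, +8.42. Of 19 measured members, 8 were higher in CD11b+ GMP-P, 5 were lower and 6 differed by less than 1. Cebpe, the transcription factor that drives secondary granule genes and another gene picked after its values were seen, was higher at +2.62, whereas Gstm1 was lower at -3.38. The list's median was +0.58, against -1.28 for random lists, at the 100th percentile. The gap of 1.86 was 0.87 with the log2 ratio of mean TPM and 0.78 in the shared range of genes detected.

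**Figure D2:**
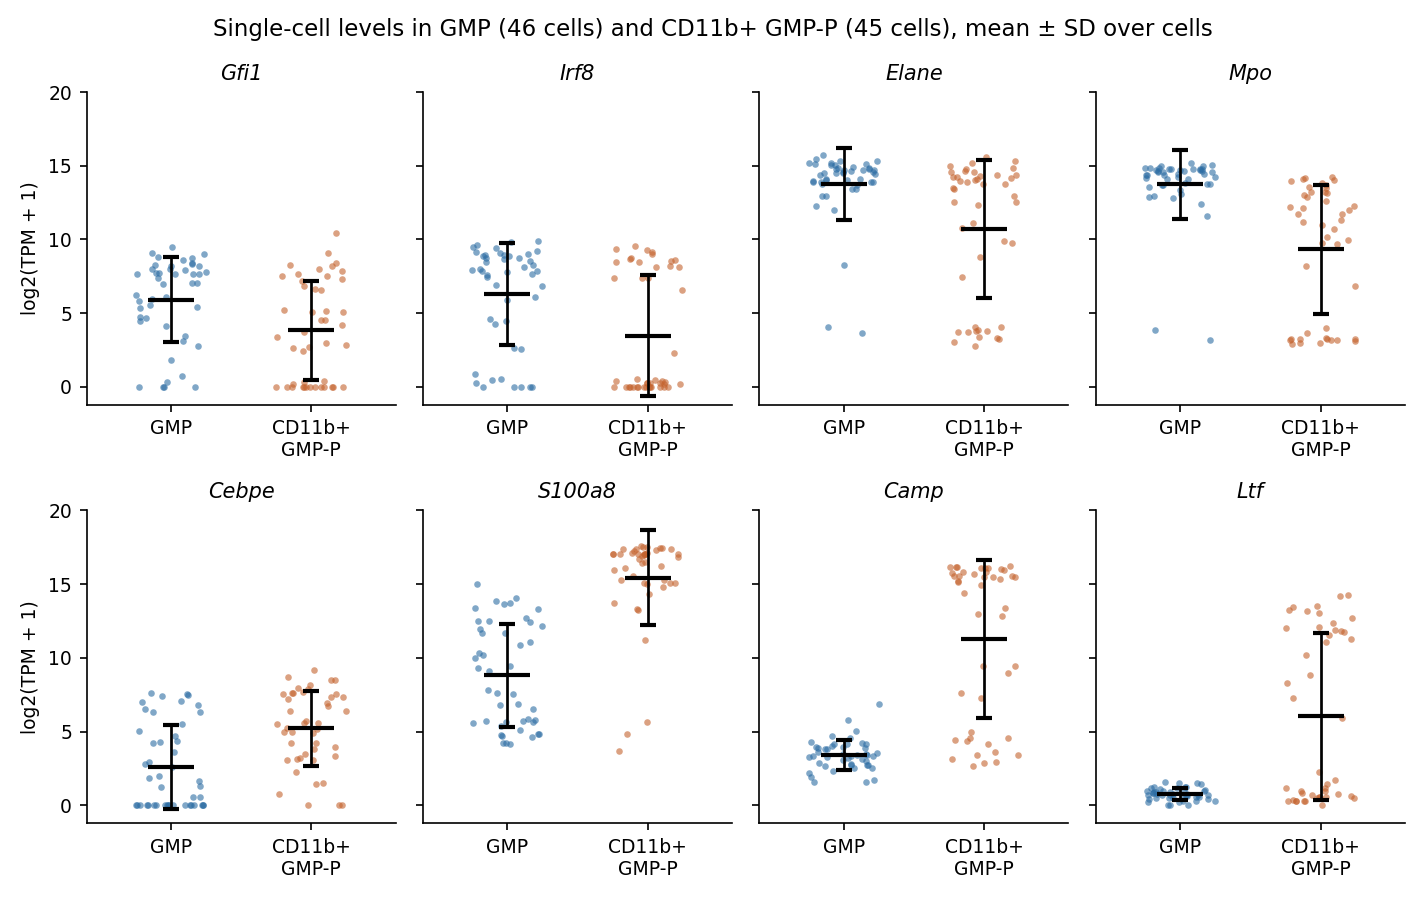
Levels of 8 genes in each cell, as log2(TPM + 1) on the y axis, for 46 GMP cells (blue) and 45 CD11b+ GMP-P cells (orange), with black bars for the mean ± SD over cells and sideways scatter only to separate points. Camp averaged 3.45 in GMP and 11.28 in CD11b+ GMP-P, and Mpo 13.73 and 9.33.

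Genes of the respiratory burst and of chemotaxis were also higher in CD11b+ GMP-P. Of 17 measured members, 10 were higher, 3 lower and 4 differed by less than 1. Cybb, the catalytic subunit of the phagocyte NADPH oxidase, averaged 4.30 ± 3.32 in GMP and 7.84 ± 2.36 in CD11b+ GMP-P, and Ncf1, another subunit of that oxidase, differed by +2.61. The formyl peptide receptor Fpr2 differed by +2.31, while Selplg, the ligand of P-selectin, was lower at -2.39. The median of the list was +1.55 against -1.12 for random lists, at the 100th percentile, and the gap of 2.68 was 1.13 in the shared range of genes detected. The 15 pattern recognition genes had a median of -0.01 against -0.54, at the 99.6th percentile, with Clec4a2 at +3.07 and Cd300lf at +2.37 but Clec7a at -1.31.

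Monocyte genes differed by about as much as random genes. Of 17 measured members, 7 were lower in CD11b+ GMP-P, 1 was higher and 9 differed by less than 1. The lower members included F13a1 (coagulation factor XIII subunit A) at -3.83, Ms4a6c at -3.12 and the chemokine receptor Ccr2 at -2.93, besides Irf8. The higher one was Lgals3 (galectin-3) at +3.84. With the log2 ratio of mean TPM, Ms4a6c differed by -0.55, under the size used to call a difference. The median of -0.68 lay at the 73.4th percentile of random lists, whose median was -0.87, and at the 99.2th in the shared range of genes detected. The 9 measured genes of monocyte-dendritic progenitors and dendritic cells had a median of -0.53, at the 31.8th percentile, but at the 0.85th with the log2 ratio of mean TPM, where the gap to random lists went from -0.15 to -1.01. Bst2 was lower at -2.91 and Id2, a repressor of E protein transcription factors, was higher at +3.31.

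Genes of multilineage progenitors were lower in CD11b+ GMP-P than random genes. Of 16 measured members, 10 were lower, none was higher and 6 differed by less than 1. Cd48 differed by -4.83, Myc by -3.54 and Myb by -2.39, and Cd34, which also belongs to the gate, by -4.68. The median was -1.30, against -0.63 for random lists, at the 0.5th percentile. The gap of -0.67 ranged from -1.21 to -0.29 over 12 alternative settings, always below random lists. Outside the lists, genes with the largest differences toward GMP were Mif (macrophage migration inhibitory factor, 10.09 ± 1.72 in GMP and 4.83 ± 4.02 in CD11b+ GMP-P), Slc25a4 (a mitochondrial ADP/ATP carrier, -4.91), Fam60a (now named Sinhcaf, -4.83), Apex1 (a base excision repair endonuclease, -4.62), Tmem176b (-4.55), Bzw2 (-4.55), Eef1g (a translation elongation factor subunit, -4.52) and H2-K1 (a class I histocompatibility molecule, -4.44). Toward CD11b+ GMP-P they were 1100001G20Rik (now named Wfdc21) at +5.48 and Ifitm6 at +4.68.

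Most cell cycle genes differed by less than 1, against a median of -1.05 for the commonly detected genes. All 20 S phase genes were measured, and 8 were lower in CD11b+ GMP-P, among them the replicative helicase subunits Mcm6 at -2.80, Mcm4 at -2.76 and Mcm2 at -2.46. None was higher and 12 differed by less than 1. The S phase median of -0.91 lay at the 90.3th percentile of random lists, whose median was -1.30. Of 20 G2 and M phase genes, 4 were higher in CD11b+ GMP-P, 1 was lower and 15 differed by less than 1. Mki67 averaged 2.86 ± 2.65 in GMP and 4.62 ± 2.88 in CD11b+ GMP-P, and Ube2c differed by +1.26, while cyclin B1 (Ccnb1) differed by -1.63. This list's median of +0.04 compared with -1.22 for random lists, at the 99.99th percentile. Over 12 alternative settings its gap to random lists ranged from 0.70 to 1.79 (main 1.26). The S phase gap ranged from 0.18 to 0.45 (main 0.39), at percentiles from 75.85 to 97.05.

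Genes described as repressed by GFI1 showed no common direction between the populations. Both populations carry the same Gfi1 alleles and no wild-type cells were analysed, so this comparison cannot show whether GFI1 repressed them. Of 13 measured members, 3 were higher in CD11b+ GMP-P, 3 lower and 7 differed by less than 1, and the median of -0.56 lay at the 63.6th percentile of random lists. In the shared range of genes detected the gap to random lists turned from 0.10 to -0.41, at the 3.7th percentile. The higher members were Id2, Spi1 (the myeloid transcription factor PU.1) at +2.14, and Ets1 at +1.80, the last named after its values were seen. The lower ones were Irf8, Gfi1 itself and Hoxa9, also picked after its values were seen, at -1.42. Irf8 and Gfi1 are themselves the genes altered in these mice.

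**Figure D3:**
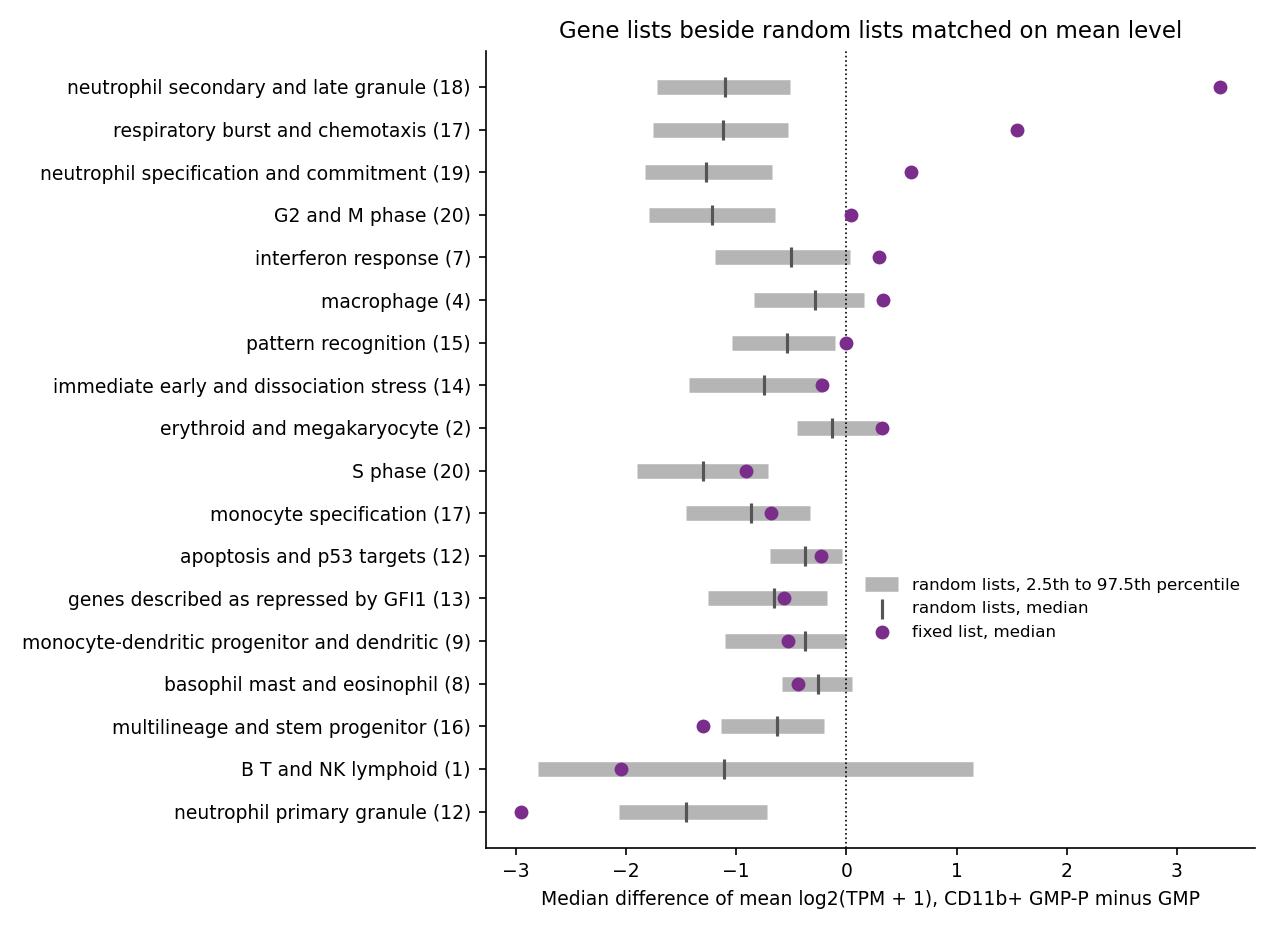
Median difference of each of the 18 gene lists (purple points) on the x axis, in log2(TPM + 1), CD11b+ GMP-P minus GMP, with the number of measured members in parentheses. Gray bars span the central 95% of 10000 random lists and dark ticks mark their medians. The secondary and late granule list lies at +3.39 and the primary granule list at -2.96.

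Markers of other cell types were sparse. Only 2 of 20 erythroid and megakaryocyte genes were measured, Gp1bb at +0.58 and Gfi1b at +0.06, with a median of +0.32 at the 98.3th percentile. The single measured lymphoid gene was Cd79b at -2.04, at the 18.1th percentile. The 4 measured macrophage genes had a median of +0.33 at the 99.7th percentile, but lay below random lists with the log2 ratio of mean TPM (gap -0.24, at the 34.9th percentile), with Slc40a1 at +1.04 and Vcam1 at +1.0 but Emr1 (now Adgre1) at -0.47. The basophil, mast cell and eosinophil list had 8 measured members and a median of -0.44 at the 13.6th percentile, with Mcpt8 at -2.22 and Hdc at -2.64. Cpa3 differed by -0.86, and by -0.20 without 4 GMP cells that clustering set apart, and the list then lay at the 67th percentile. The list lay at the 1.2th percentile with the log2 ratio of mean TPM and at the 1.5th with a filter of 30%. Its highest percentile over 12 alternative settings was 69.95. Prg2, a granule protein of eosinophils picked after its values were seen, differed by +0.37. It reached 10 TPM in only 4.35% of GMP cells and 6.67% of CD11b+ GMP-P cells. Its mean TPM was 1.11 in GMP and 2855.94 in CD11b+ GMP-P, so a few cells held most of it. The 7 measured interferon response genes had a median of +0.30 at the 99.7th percentile, with 1 higher (Ifitm3, +1.20), 1 lower (Bst2, -2.91) and 5 that differed by less than 1, such as Xaf1 at -0.82. With no filter on its members this list's gap to random lists went from 0.80 to 0.0839. Immediate early and dissociation stress genes had a median of -0.22 at the 97.6th percentile, with Hspa8 at -1.75. Over 12 alternative settings the stress list's gap to random lists ranged from 0.15 to 0.85 (main 0.53). Its lowest percentile was 75.05. Apoptosis and p53 target genes had a median of -0.23 at the 81.3th percentile, with Bax at -2.35.

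Genes of the sort markers are given for reference. Itgam differed by +3.15, along with the CD11b in the name of the population. The labels state a single CD117-positive, CD34-positive and CD16/32-high gate for all cells, yet Kit, which encodes CD117, differed by -2.75 and reached 10 TPM in 26 of 46 GMP cells and 3 of 45 CD11b+ GMP-P cells. The gate is also Sca-1-negative, yet Ly6a, which encodes Sca-1, reached 10 TPM in 40 GMP cells and 41 CD11b+ GMP-P cells. Its mean TPM was 87.3 and 79.8, against 7222 and 5535 for Ly6c2. In the 4 GMP cells that clustering set apart, median TPM was 0.475 for Ly6a and 8.53 for Ly6c2. In the other 42 these medians were 93.2 and 8046. Reads of Ly6c2 counted as Ly6a could give such values and were not tested, so these counts do not show Sca-1 expression. Fcgr3 differed by -2.29, Fcgr2b by -1.78, Ptprc by +1.79, Ly6a by +0.23 and Ly6c1 by -0.17. Across the 86 named genes 71 differed by 1 or more, 29 toward CD11b+ GMP-P and 42 toward GMP. In 45 of these the difference stayed at 1 or more under each of 10 alternative settings. In 26 it dropped under 1 in at least 1 setting, and none changed sign. Of those 26, the genes toward CD11b+ GMP-P were Ptprc, Slc40a1, Vcam1, Ube2c, Nusap1, Clec5a and Ifitm3. Toward GMP they were Gfi1, Irf8, Fcgr3, Fcgr2b, Gstm1, Ms4a6c, Tcf4, Runx2, Myb, Hdc, Cd79b, Chaf1b, Ccnb1, Selplg, Clec7a, Hspa8, Dusp1, Bax and Aen. Of the 42 that were higher in GMP, 9 lay within 1 of the median of the commonly detected genes, Fcgr2b, Tcf4, Runx2, Cd79b, Ccnb1, Clec7a, Hspa8, Dusp1 and Aen.

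Within GMP, clustering separated 4 of 46 cells (8.70%, 2.42 to 20.8) from the other 42. Cpa3 and Mcpt8, proteases of mast cells and basophils, and Gata2 were among the genes that led the small cluster, which was therefore called basophil, mast or eosinophil-like. Cpa3, Gata2 and Ms4a2 reached 10 TPM in 3 of the 4 cells, and the remaining cell had all of them at 0 and held Mcpt8, which 11 of the other 42 cells also held at 10 TPM. Elane and Prtn3, which were not used in this clustering, averaged 7.47 ± 4.76 and 5.56 ± 4.51 in those 4 cells and 14.36 ± 0.83 and 12.08 ± 0.59 in the others. Cells of the small cluster had a median of 3505 genes above 0 against 5550 in the rest. They ranged from 2796 to 3961 genes and the others from 4104 to 6383, so the split also followed the number of genes detected. Tmem14c and Cstb, among the genes that led the 42 cells, averaged 0 in the 4. The cell without Cpa3, Gata2 and Ms4a2 had Elane at 15269 TPM and Mpo at 19569 TPM. The cluster's name thus fits at most 3 of the 4 cells. With the 200 most variable genes the smaller cluster held 12 cells, including these 4. A further division of the 42 cells, into 26 led by Irf8, F13a1 and Ly86 and 16 led by genes such as Fdps, Clec4a2 and S100a8, was weak, with a mean silhouette of 0.127.

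Within CD11b+ GMP-P, clustering separated 14 of 45 cells (31.1%, 18.2 to 46.6), led by Ltf, Ngp, Camp and Cd177, from 31 cells led by Elane, Nkg7, Srgn and Gstm1. The fixed markers named both clusters neutrophil-like. For the 31 cells that name rests on genes such as Elane, which averaged 13.56 there and 14.36 in the 42 GMP cells outside the small cluster. Among fixed markers not used in the clustering, S100a8 averaged 17.30 ± 0.22 in the 14 cells and 14.60 ± 3.59 in the 31, and Lcn2 14.08 ± 0.40 and 11.24 ± 3.06. Cebpe averaged 6.01 ± 2.39 and 4.87 ± 2.61. Gfi1 averaged 1.63 ± 3.05 in the 14 cells, where 3 reached 10 TPM, and 4.84 ± 3.03 in the 31 cells, where 20 did. The monocyte markers Klf4 and Csf1r reached 10 TPM in none of the 14 cells and in 14 and 7 of the 31. Ctss and F13a1 did so in none of the 14 and in 11 and 10 of the 31. Irf8 and Ms4a6c, which were used in the clustering, each did so in 15 of the 31. The 31 cells were thus mixed, and the name neutrophil-like does not describe each of them. The 14 cells had a median of 3132 genes above 0 against 4525. The division depended on the settings. The smaller of 2 clusters shared 0 cells with the 14 when the 5% of cells with the most genes were left out (20 of 42 cells), with the 200 most variable genes (19 of 45) and with the cell cycle genes kept (17 of 45), and it held the same 14 when more variable genes were used. In the shared range of genes detected no cell of the 14 was left, since they had 2435 to 3797 genes.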

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

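Across alternatives no called gene changed sign, and of 71 called genes 45 stayed at 1 or more in all. The sign changed only for genes not called, Ly6a, Ly6c1, Cst3, Gfi1b, Ms4a2 and Ccng1. Against random lists, the direction turned or went to 0 in 1 or 2 alternatives for the monocyte, monocyte-dendritic, erythroid, basophil, lymphoid, macrophage and GFI1-repressed lists. Values were compared with the main value at a fixed limit of 1.5-fold on the linear scale. For log2 values this limit is a fixed shift, not a ratio of the 2 values. Of 860 gene values 594 lay within it and 266 did not. Of 215 list values 192 lay within it and 23 did not. The median of the commonly detected genes shifted from -1.05 by -0.58 with a pseudocount of 0.1, by 0.54 with 10, by 0.51 with the log2 ratio of mean TPM, by 0.38 with median of ratios, by 0.22 without the 50 highest genes and by 0.61 in the shared range of genes detected. TPM keeps no depth, so what depth limits could not be measured. No paired analysis was possible because the populations share no cell number and no result comes from a test.

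List values below are the median difference minus that of random lists. Except where a setting itself changes the scale, the members or the cells, the cause was not tested. With a pseudocount of 0.1, secondary and late granule genes were at 5.82 (main 4.49), neutrophil specification at 2.49 (main 1.86) and respiratory burst at 3.63 (main 2.68), and with 10 they were at 3.39, 1.13 and 1.59. With the log2 ratio of mean TPM, primary granule genes were at -0.33 (main -1.50), specification at 0.87, monocyte-dendritic progenitor genes at -1.01 (main -0.15), erythroid and megakaryocyte at 1.57 (main 0.45), basophil, mast and eosinophil at -1.31 (main -0.18) and macrophage at -0.24 (main 0.61). With no filter, lymphoid genes were at 0 (main -0.93), macrophage at 0 and interferon response at 0.0839 (main 0.80). With a filter of 30%, secondary and late granule genes were at 5.30, basophil, mast and eosinophil at -0.80, macrophage at 1.77 and pattern recognition at 1.13 (main 0.53), and erythroid and megakaryocyte genes gave no value. In the shared range, primary granule genes were at -0.13, secondary and late granule at 2.87, specification at 0.78 and respiratory burst at 1.13.

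At 10 TPM, GMP cells with Gfi1 were 78.3%, with Irf8 76.1% and with both 65.2%, and CD11b+ GMP-P cells with Gfi1 were 51.1%, with Irf8 40% and with both 24.4%. At 1 TPM, CD11b+ GMP-P cells with Irf8 were 42.2% and with both 26.7%. In the shared range, CD11b+ GMP-P cells with Gfi1 were 85.7%. The smaller GMP cluster was 26.1% with 200 variable genes, and the smaller CD11b+ GMP-P cluster was 47.6% without the 5% of cells with the most genes (2 clusters). In the shared range, with 21 cells, 5 clusters were chosen and the smallest was a single cell, 4.76%.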

Other observations

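Irf8 and the late granule gene Camp were counted in the same CD11b+ GMP-P cells at a floor of 1 TPM and 1% of the gene's mean over all cells. This floor was chosen after the values were seen, as were all 9 gene pairs counted beside Gfi1 and Irf8, each at 3 floors. Irf8 was found in 19 cells and Camp in 32, and 8 cells held both, against 13.5 ± 1.52 expected from independence given those counts (mean ± SD). Of 9 cells with Csf1r, the receptor of macrophage colony-stimulating factor, 8 also held Irf8, against 3.8 ± 1.34 expected. Id2 and Camp were together in 28 cells against 22.8 ± 1.39, Elane and Camp in 20 against 23.5 ± 1.36, Irf8 and Cebpe in 15 against 17.3 ± 0.954, and Irf8 and Elane in 16 against 13.9 ± 1.48. All 31 cells outside the cluster of 14 held Elane at this floor, so the 14 cells set both departures of Elane. Elane and Camp were also among the genes used to form that cluster. Gfi1 and Camp were together in 20 against 20.6 ± 1.47, Gfi1 and Cebpe in 27 against 26.4 ± 0.924, and Irf8 and S100a8 in 17 against 17.7 ± 0.836. At 10 TPM Irf8 and Camp were together in 14 cells against 15.6 ± 1.13. That floor lies near the low level of Camp seen in GMP, where its median was 9.42 TPM. Camp reached it in 20 of 46 GMP cells and 39 of 45 CD11b+ GMP-P cells. The count at 10 TPM thus cannot decide whether the departure of Irf8 and Camp depends on the floor. In GMP at the first floor, Gfi1 and Cebpe were together in 25 cells against 21.7 ± 1.15, and in 24 against 22.3 ± 0.836 without the 4 cells of the small cluster. Irf8 and Elane were together in 37 against 35.4 ± 0.555, which those 4 cells set, since the other 42 all held Elane. Irf8 was with Csf1r in 17 against 15.3 ± 1.34, with S100a8 in 19 against 18.5 ± 1.36 and with Cebpe in 20 against 20.1 ± 1.35. Without the 4 cells, Irf8 and Cebpe were together in 19 against 20.6 ± 1.14, and at 10 TPM in 10 against 12.95 ± 1.25. No GMP cell held Camp at the first floor (0 of 46, upper limit 7.71%).

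Divided into 3 clusters, with a mean silhouette of 0.217 against 0.307 for the chosen division, CD11b+ GMP-P gave the same 14 cells, 16 led by genes such as Dhrs3 and the mitotic genes Ccnb2 and Cdca3, and 15 led by genes such as Ctsg, Srgn and Mif. Cebpe, not used in the clustering, averaged 6.38 ± 1.16 in the 16 cells, all of which reached 10 TPM, and 3.25 ± 2.77 in the 15, of which 6 did.

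The tests below on abundant transcripts and on cells with few genes had predictions written before their results were seen, and those on background reads and on doublets were chosen after the result was seen. Most commonly detected genes were lower in CD11b+ GMP-P, with a median difference of -1.05. The 50 highest genes took 23.6% of TPM in GMP and 44.3% in CD11b+ GMP-P, but after rescaling without them the median was still -0.83 (quartiles -1.55 to -0.16), which speaks against these transcripts as the whole cause. In the shared range of genes detected it was -0.44, and -0.27 with this rescaling as well, so fewer captured transcripts per cell might explain much of it. That range, trimmed at the 5th and 95th percentiles, held 0 of the 14 late granule cells and 21 of the other 31. In the whole overlap 9 of the 14 lay beside GMP cells, but they had at most 3797 genes and GMP cells outside the small cluster at least 4104, so loss in capture and a real narrowing of expression could not be told apart.

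Camp and Ngp were above 0 in every GMP cell at low levels, which could be reads of other cells sequenced in the same pool or early transcription. In 45 GMP cells with both genes under 1% of their means, the median ratio of Camp to Ngp was 1.05 relative to the ratio of those means, and in 12 such CD11b+ GMP-P cells it was 0.929. A low level that follows the pool's composition is consistent with reads exchanged between cells, and the step at which that happened was not tested. No GMP cell held Camp at 1% of its mean, so this account needs both populations in a common pool, which cell numbers from 1 to 96, a shared prefix of the cell names and libraries of 96 cells would allow but the labels do not state. An earlier comparison of floor levels, whose medians were 0.0305% of the mean in GMP and 0.0579% in CD11b+ GMP-P, did not decide, and early transcription in some cells is not excluded.

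GMP cells 8, 11 and 42, with basophil and mast cell transcripts, might be doublets with a granulocyte-monocyte progenitor. In cells 11 and 42 the highest level of Elane, Mpo, Prtn3 and Ctsg was 0.0667% of the other GMP cells' median, which speaks against doublets, since a partner cell would bring all of these transcripts. In cell 8 they lay at 1.26%, 13.2%, 11.2% and 42.9%, which a first test did not decide. Its Elane was 7.52% of the lowest of the other 42 GMP cells, so such a partner could hold no larger share, while its Ctsg would need at least 22.9%, which speaks against a doublet as the source of both. Cell 13, in the same cluster, had Mcpt8 but Cpa3, Gata2 and Ms4a2 at 0 and Mpo at 84.5%, so it was not weighed, and no biological explanation was tested, since the labels give no group for these cells.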
